A study of Arabidopsis thaliana with 6 samples.

How the data were processed

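RNA from whole Arabidopsis thaliana seedlings of the Columbia-0 ecotype was measured on 6 one-colour microarrays, 3 of the wild type and 3 of the *pgp1-2* mutant, with 1 seedling sample on each array. Per the labels' protocols, seedlings were grown in continuous light on agar medium with 3% sucrose. Wild-type seedlings spent 7 d and mutant seedlings 14 d at 30 µmol photons m-2 s-1, and both then spent a further 7 d at 15 µmol photons m-2 s-1, so that the groups were sampled at 14 d and 21 d of age. The light in which the seedlings were last kept was therefore the same and their age was not. Total RNA was extracted with a plant RNA column kit, 0.2 µg of it was amplified and labelled with the dye Cy3, and 1.65 µg of labelled cRNA was fragmented at 60 °C for 30 min, per the labels' protocols.

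The authors scanned each array in 1 channel and quantified it with Agilent Feature Extraction 10.7.1.1, per the file headers. The deposited files hold, for every spot, an intensity on a linear scale that this software had corrected for background and detrended within the array (the processed signal), the raw median intensity of the spot and of its local background, and flags of 0 or 1 (another unit than an intensity) for spots well above background, saturated or outlying, per the file headers. No normalization between arrays is recorded in the deposited files, and none was assumed. Each array held 45220 spots, of which 1417 were control spots, and the others came from 43603 probes. The software's flags removed between 9 and 82 outlying spots per array, 197 probes that lost all their spots on an array were left out, and no spot was flagged as saturated.

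The main measure was log2 of the processed signal minus the 75th percentile of that value over the non-control spots of the same array. Spots of one probe were averaged on the log2 scale. A probe was kept if it was well above background on all 3 arrays of at least 1 group, and a gene was represented by its kept probe with the highest mean over the 6 arrays, a choice blind to the groups. The files identify probes by transcript accessions and other systematic names; 34358 of the 43603 probes matched 25433 loci through the TAIR10.1 gene table, and the other 9245 probes kept the name in the file. The table's assembly differs from the build named in the file headers, so it was used for gene names and for the order of neighbouring genes only. This left 22682 genes, 19122 of them with a locus and 3560 known by the name in the file only. Array signals carry no counting error that could be stated for a single array, and the number of arrays limits the precision.

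Groups came from the sample labels. Each gene was tested with the linear models of limma 3.58.1 (lmFit and eBayes, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over the 22682 genes and a threshold of 0.05 on the adjusted p; genes past it are described as called. A second count required a log2 difference of at least 1 as well. Log2 differences are mutant minus wild type throughout. A probe that was well above background on no array of a group has only a bound there. For such a gene the brighter group's mean was set against the dim group's mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background, and the result is given as an at-least fold. Its fitted difference is not read as a fold.

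Gene lists were written from general knowledge before the data were examined, as were the design, the rule for naming genes and all alternatives except those said to be chosen later. They covered nuclear genes for light harvesting, photosystem I, photosystem II, photosynthetic electron transport and the Calvin cycle, with the union of these 5 as the nuclear photosynthesis list. The others covered chlorophyll biosynthesis, nuclear genes for plastid ribosomal proteins, proteins associated with the plastid-encoded RNA polymerase, sigma factors, phage-type RNA polymerases, light and plastid regulators, plastid glycerolipid synthesis, phosphate starvation, reactive oxygen, anthocyanin, age and flowering, senescence, root-preferential expression and reference genes. A further 5 lists held 71 plastid-encoded genes. None of their loci was matched by a probe, and these lists are not analysed here; some of the 9245 unmatched probes may measure such transcripts under names that the table does not hold. The 20 lists with kept genes were tested with camera (preset inter-gene correlation 0.01, adjusted over the 20 lists), with camera with the correlation estimated from the data, and with fry. The genes named in the text were *PGP1*, *PGP2*, members of the lists and, of all genes, the 8 largest increases and the 8 largest decreases among called genes that were well above background on all 6 arrays, saturated on none, and without overlap between the groups. Genes named outside that rule are said to be chosen after their values were seen.

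The alternatives set before the data were examined were normexp background correction with an offset of 50, quantile normalization, scaling to the median, no filter on dim probes, a filter requiring all 6 arrays, each probe tested by itself, the mean of a gene's probes, eBayes with a trend and robust estimation, the replicate number or the slide as a block, and leaving out each array in turn. Normexp had been planned on mean spot intensities; the spots' median intensities were used in its place. Scaling to 7 bright E1A spike-in probes, each present as 32 spots, was added after the data were seen, alone and together with the slide as a block. The arrays lay on 2 slides: slide 1 held wild-type replicate 1 and mutant replicate 1, and slide 2 held the other 4 arrays. The 2 scan days coincided with the slides, and each slide held both groups.

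The fitting steps were tested on simulated data, in 20 simulations that differed in the genes drawn and in the noise. With 200 of 22682 genes changed by 1 log2 unit between simulated *pgp1-2* and wild-type arrays, a mean of 83.6% of the changed genes were recovered (77.5% to 89.0%), 100% of these in the right direction. On average 5.62% of the called genes were false (2.92% to 8.99%), against a nominal 5%. The simulated noise was independent between genes, without scaling or slide differences, and far more than 200 genes were called in the data. These rates check the fitting steps and do not carry over to the real comparison. Figures were drawn with matplotlib 3.10.9.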

Results

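Transcript signals were measured in whole seedlings of wild-type Arabidopsis and of *pgp1-2*, a mutant in *PGP1*, a gene for phosphatidylglycerophosphate synthase, which makes the precursor of the membrane lipid phosphatidylglycerol. The study asked how a shortage of this lipid bears on the expression of plastid genes and of nuclear photosynthesis genes. There were 3 arrays per group. The 75th percentile of the processed signal lay between 2620 and 3653 on the 6 arrays. The share of probes well above background was 78.7% to 79.3% on the 2 arrays of slide 1 and 68.6% to 70.6% on the 4 arrays of slide 2, so it followed the slide and not the genotype. Wild-type seedlings were 14 d and mutant seedlings 21 d old, and every difference between the groups below is a difference of genotype and age together.

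The mutated gene was examined first. The single *PGP1* probe (AT2G39290, on chromosome 2) gave a log2 signal relative to the array's 75th percentile of 0.78, 0.93 and 0.73 on the 3 wild-type arrays, a mean of 0.81 ± 0.10 (SD, n = 3). On all 3 *pgp1-2* arrays it was not well above background. Wild-type signal was at least 225-fold higher than in the mutant (limma adjusted p = 8.55e-05), a bound that fell to 140-fold without mutant replicate 1, the mutant array with the lowest floor. *PGP2* (AT3G55030), the gene for the second such synthase, was measured on all 6 arrays. Its signal was 0.99 ± 0.018 in the wild type and 0.69 ± 0.016 in *pgp1-2* (SD, n = 3), a log2 difference of -0.30 with a standard error of 0.056 (limma adjusted p = 0.00628). This fall was small enough to depend on the scaling: relative to the spike-in probes, an alternative chosen after the data were seen, the *PGP2* difference was 0.12 (limma adjusted p = 0.832; over all alternatives the adjusted p ranged from 0.00288 to 0.832), and under normexp it was -0.23 and not called.

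**Figure D1:**
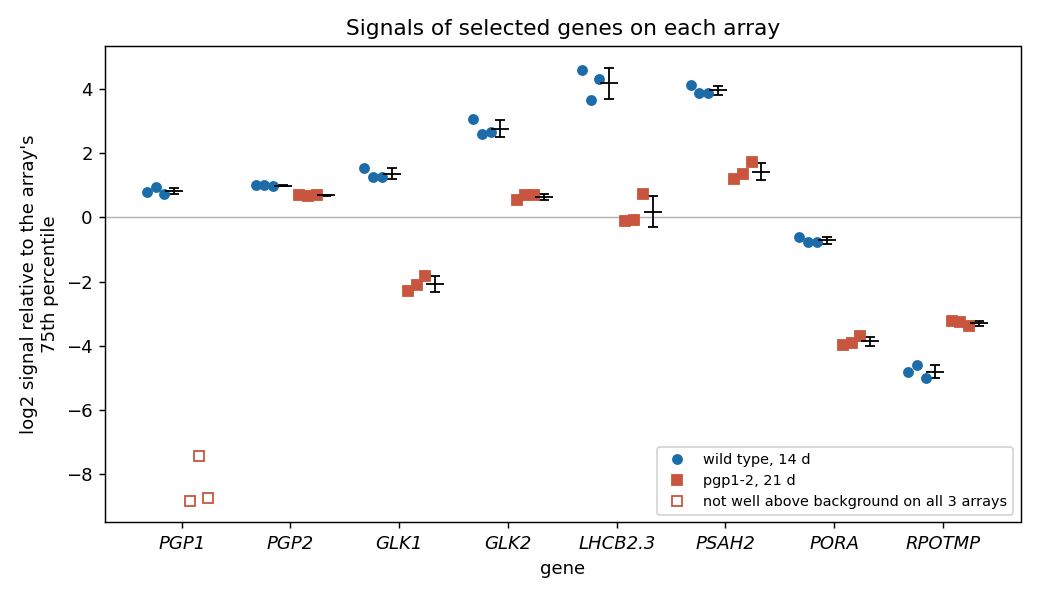
Log2 signal relative to the array's 75th percentile (vertical axis) of 8 genes (horizontal axis) on each array, with circles for wild type, squares for *pgp1-2*, and bars for the mean and SD of 3 arrays. Open squares mark *PGP1*, which was not well above background on any of the 3 mutant arrays and has no mean drawn there; *RPOTMP* was the only one of the 8 genes higher in *pgp1-2*, and *PGP2*, the smallest difference, was higher in *pgp1-2* when scaled to the spike-in probes.

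The groups differed across a large part of the transcriptome. Pearson correlations of log2 signals across genes, which are not independent replicates, were 0.989 to 0.993 between arrays of one group and 0.929 to 0.946 between arrays of different groups. The first principal component held 84.0% of the variance and separated the groups. Of 22682 genes, 11885 (52.4%) were called by limma, 6318 higher and 5567 lower in *pgp1-2*. At an unadjusted p under 0.05 there were 13366. Groups did not overlap at 14553 genes (64.2%), where chance gives 10%. A log2 difference of at least 1 was reached by 3415 called genes, of which 1590 were higher and 1825 lower. Among the called genes, 84 were well above background in no wild-type array and 42 in no mutant array. For 3060 called genes with several probes, probes were called in opposite directions at 27. At 742 of these genes a probe was not called when each probe was tested by itself.

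The balance of increases and decreases rested on how arrays were scaled. The share of called genes that were higher was 53.2% with the 75th percentile, 42.2% under normexp and 76.4% relative to the spike-in probes. Scaling to the spike-in probes moved the count of called genes most, to 4609, and with the slide as a block as well it gave 12834 called genes, 83.3% of them higher. The median log2 difference of all genes was 0.034. It shifted by 0.41 with the spike-in scaling, by -0.12 under normexp and by -0.12 without the filter on dim probes. Differences below are therefore relative to the 75th percentile of each array.

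Of 10937 genes that met the rule for naming, *PR1* (AT2G14610) had the largest increase, from -4.31 ± 2.24 to 2.08 ± 1.44 (SD, n = 3), a log2 difference of 6.39 with a standard error of 1.24 (limma adjusted p = 0.00684). *PR1* also had a wide spread within both groups, and its difference ranged from 5.71 to 7.68 when 1 array was left out. The next, *ACC2* (AT1G36180), a nuclear gene for an acetyl-CoA carboxylase, varied far less. It rose from -3.83 ± 0.11 to 1.32 ± 0.18 (SD, n = 3), a log2 difference of 5.15 with a standard error of 0.11 (limma adjusted p = 4.24e-05). The other 6 increases were those of AT2G18193 (5.11), AT1G20120 (5.02), *NIT2* (4.96), *FTM1* (4.93), AT4G12500 (4.71) and AT3G28580 (4.61), as log2 differences. The largest decreases measured in both groups were those of AT3G14820 (-5.66), AT4G13575 (-5.65) and *COR413IM1* (-5.02). *COR413IM1* (AT1G29395), a cold-regulated gene, fell from 2.36 ± 0.18 to -2.66 ± 0.21 (SD, n = 3; limma adjusted p = 4.51e-05). A transcript known by an accession only followed at -4.59, then AT3G24420 at -4.24, AT5G24240 at -4.17, AT4G20230 at -4.13 and *SP1L5* at -4.12. These 16 genes kept their direction and stayed called under every alternative run.

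Genes for photosynthesis encoded in the nucleus are named in the study's title. All 75 genes of the nuclear photosynthesis list were called lower in *pgp1-2* by limma, both over all genes and adjusted over the list alone. Their median log2 difference was -1.49 and the range was -3.99 to -0.43 (camera adjusted p = 2.39e-26). Quantile normalization moved the median most, to -1.0. Relative to the spike-in probes it was -1.07, with all 75 genes lower and 46 of them called; under quantile normalization 74 were lower, and *RBCS1A* was the exception. Within slide 1, with 1 array per group, the median was -1.77, and within slide 2, with 2 arrays per group, it was -1.32; all 75 genes were lower on each slide. Among the 5 parts of the list the median difference was -1.85 for 12 photosystem I genes, -1.53 for 10 electron transport genes, -1.51 for 21 light-harvesting genes, -1.43 for 13 photosystem II genes and -1.07 for 19 Calvin cycle genes. Camera adjusted p-values of these parts were 1.51e-08, 4.96e-07, 2.43e-10, 1.32e-08 and 9.98e-10 in the same order.

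Single members ranged widely. *LHCB2.3* (AT3G27690) fell from 4.17 ± 0.48 to 0.18 ± 0.47 (SD, n = 3), a log2 difference of -3.99 with a standard error of 0.32 (limma adjusted p = 0.000335). *PSAH2* (AT1G52230) fell from 3.95 ± 0.14 to 1.42 ± 0.26, a difference of -2.53. *RBCS1A* (AT1G67090), at the other end, went from 7.42 ± 0.032 to 6.99 ± 0.11, a difference of -0.43 (limma adjusted p = 0.00527), which changed sign under quantile normalization. The genes of the LHCB1, LHCB2 and RBCS families have close copies, and a probe's signal may include those copies, so values of single members of these families are uncertain.

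Of 25 chlorophyll biosynthesis genes, 24 were called lower by limma and *HEMA2* was not called (log2 difference -0.30, limma adjusted p = 0.143). The list's median difference was -0.91 (camera adjusted p = 1.65e-10). Scaled to the spike-in probes the median was -0.50 and *HEMA2* and *CHLD* were higher in *pgp1-2*. Only 3 of the 25 genes were then called lower by limma, against 14 with the slide as a block in addition. The 3 protochlorophyllide oxidoreductase genes fell the most: *PORA* (AT5G54190) by a log2 difference of -3.14, *PORB* (AT4G27440) of -2.65 and *PORC* (AT1G03630) of -2.09. *PORB* went from 5.60 ± 0.19 to 2.95 ± 0.18 (SD, n = 3; limma adjusted p = 0.000126). All 28 nuclear genes for plastid ribosomal proteins were called lower, with a smaller median difference of -0.67 (camera adjusted p = 1.61e-10). Relative to the spike-in probes all 28 were still lower, with a median of -0.26, and none was called by limma, against 6 called with the slide as a block in addition.

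Plastid gene expression itself was addressed only through nuclear genes, because plastid-encoded transcripts are not analysed here. The 3 phage-type RNA polymerase genes were all called higher in *pgp1-2* by limma, with a median difference of 0.80 (camera adjusted p = 0.0250). *RPOTMP* (AT5G15700) rose by 1.51, *RPOTM* (AT1G68990) by 0.80 and *RPOTP* (AT2G24120) by 0.79. This list is not limited to enzymes of the plastid, and its median, the value of *RPOTM*, is not a measure of plastid transcription. Under normexp *RPOTP* alone was called, and the list was not called under normexp (0.55) or relative to the spike-in probes (1.21). With the slide as a block in addition to the spike-in scaling it was called, close to the threshold (camera adjusted p = 0.0479). Of the 6 sigma factor genes, 4 were called lower over all genes, and 6 were called when adjusted over the list alone, *SIG5* in the other direction; the median was -0.44 (camera adjusted p = 0.0478). *SIG1* (AT1G64860) and *SIG4* (AT5G13730) fell by log2 differences of -1.20 and -1.19. The sigma factor list was not called under 13 of 20 alternatives, among them the slide as a block (adjusted p = 0.0604) and 4 of the 6 that left out an array, and its median was -0.031 relative to the spike-in probes. The 12 genes for proteins associated with the plastid-encoded polymerase had a median difference of 0.00042 (camera adjusted p = 0.847), with 4 called higher and 2 lower; the median ranged from -0.075 to 0.41 over all alternatives, and relative to the spike-in probes all 12 were higher.

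Among 10 light and plastid regulators, the median difference of 0.13 (camera adjusted p = 0.975) had the opposite sign from the mean of -0.29, because a pair of genes fell far. *GLK1* (AT2G20570) fell from 1.35 ± 0.17 to -2.08 ± 0.24 (SD, n = 3), a log2 difference of -3.43 with a standard error of 0.15 (limma adjusted p = 9.07e-05). *GLK2* (AT5G44190) fell from 2.76 ± 0.25 to 0.64 ± 0.10, a difference of -2.12 (limma adjusted p = 0.000215). *HYH*, *HY5* and *PIF1* were called higher, by 1.11, 0.78 and 0.62. These 5 genes kept their direction and were called under normexp, quantile and median scaling and relative to the spike-in probes. Of 16 kept genes for plastid glycerolipid synthesis, 10 were called lower, *PGP1* included, and 3 higher. The median was -0.38, also with *PGP1* at its bound (camera adjusted p = 0.0385). Relative to the spike-in probes it was 0.037, but camera, which compares a list with the other genes, still placed the list lower (adjusted p = 0.000650). Under that scaling 1 gene was called lower and 0 higher by limma. With the slide as a block in addition, 3 were called lower and 5 higher. The list was not called in 8 alternatives. Among them was the filter requiring all 6 arrays (camera adjusted p = 0.0711), which removed *PGP1* itself. The slide as a block (adjusted p = 0.0551) and the replicate number as a block (0.0613) were also among them. So was leaving out wild-type replicate 1 (adjusted p = 0.0639), wild-type replicate 2 (0.0528) or mutant replicate 1 (0.0750).

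**Figure D2:**
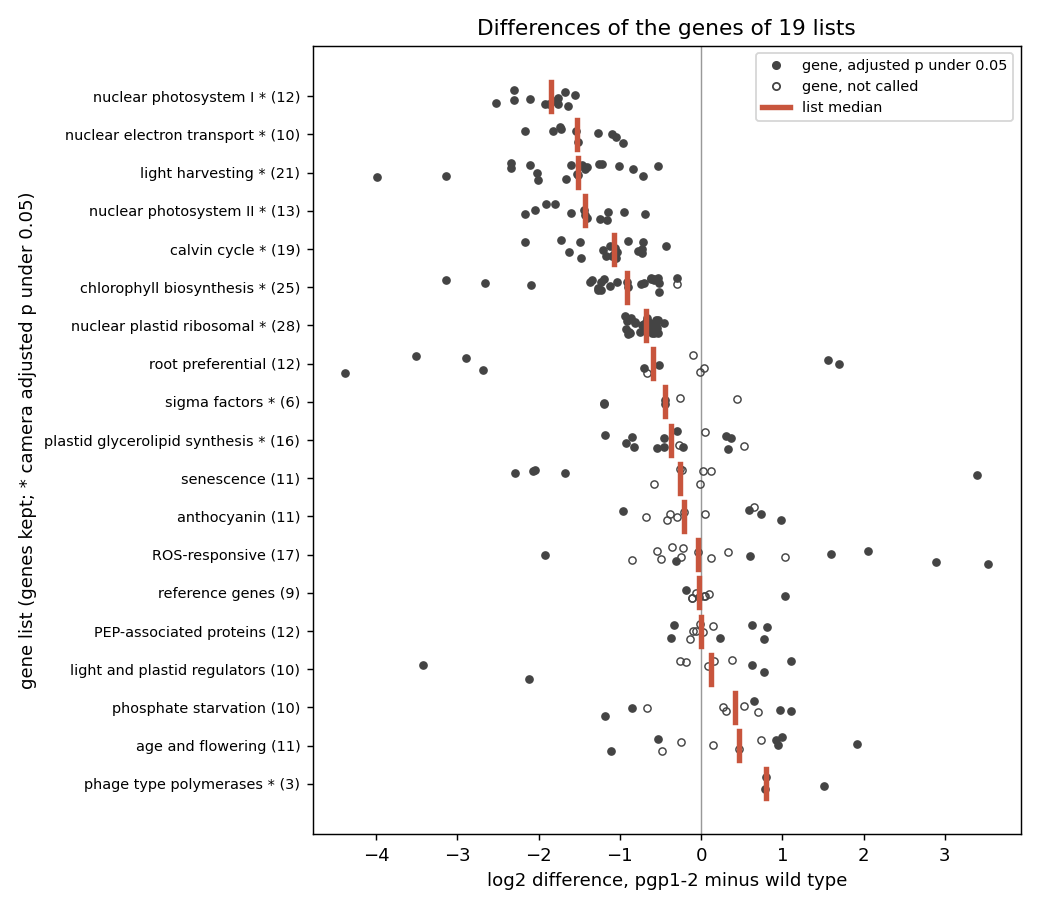
Log2 differences, *pgp1-2* minus wild type (horizontal axis), of the genes of 19 lists (vertical axis, with the number of genes kept), with filled points for genes called by limma, open points for the others and vertical bars for list medians; *PGP1*, measured in one group only, is not drawn. The medians run from -1.85 for photosystem I to 0.80 for phage-type polymerases; relative to the spike-in probes every median is higher by 0.41, which puts the plastid glycerolipid, senescence, anthocyanin, reactive oxygen and reference gene medians above 0.

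The remaining lists were not called by camera. Medians and camera adjusted p-values were 0.42 and 0.847 for phosphate starvation, -0.039 and 0.851 for reactive oxygen, -0.21 and 0.975 for anthocyanin, 0.47 and 0.798 for age and flowering, -0.26 and 0.124 for senescence, -0.59 and 0.0798 for root-preferential genes, and -0.025 and 0.964 for reference genes. The mean had the opposite sign from the median for reactive oxygen (0.42), anthocyanin (0.0060) and reference genes (0.080); the direction of camera followed the mean for reactive oxygen and the median for the others, regulators included. Over all alternatives the medians ranged from -0.19 to 0.83 for phosphate starvation, from -0.25 to 0.37 for reactive oxygen, from -0.40 to 0.25 for anthocyanin, from -0.68 to 0.15 for senescence and from -0.070 to 0.39 for reference genes, so that the sign of these 5 medians was not settled. The range was 0.030 to 0.88 for age and flowering and -0.82 to -0.053 for root-preferential genes. Members of these lists moved both ways: of 12 root-preferential genes, for example, 6 were called lower and 2 higher. Of 9 reference genes, 2 were called over all genes, *ACT8* higher (1.03) and *YLS8* lower (-0.19, positive relative to the spike-in probes), and 1 was called when adjusted over the list alone. In the other lists, sigma factors apart, the count of called genes was the same over all genes and adjusted over the list alone.

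All 11 lists that camera called were also called by fry, which called 14, and none was called when camera estimated the inter-gene correlation from the data.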

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

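The tests with spike-in scaling were chosen after the data were seen; the other 16 settings of the gene-wise test, and both other list tests, were planned. The number of called genes was 11885. It lay within 1.5 times of that under all planned settings except normexp, which gave 6703 called genes, 2827 of them higher, and 2221 at 2-fold or more against 3415. Of the 11885 genes, 6649 were also called under normexp, none in the opposite direction; the cause was not tested. Spike-in scaling gave 4609 called genes, 3521 higher and 1088 lower. With the slide as a block in addition, 10696 were higher and 2138 lower, so the smaller number without the block followed the difference between slides, which entered the spread.

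Leaving out 1 array gave 9582 to 11098 called genes and 3219 to 3604 at 2-fold or more, with fewer arrays in each fit. The nuclear photosynthesis median then ranged from -1.61 to -1.40 and the chlorophyll median from -1.01 to -0.84, both called each time. Only the estimated inter-gene correlation removed these calls: the medians of -1.49 and -0.91 had a camera adjusted p of 0.361, where the correlation estimated for the photosynthesis list was 0.762. With 4 residual degrees of freedom such an estimate is rough, and the cause was not tested further. *PGP1* was called under all alternatives that kept it. The filter requiring all 6 arrays removed it and gave no value, and alternatives for the plastid-encoded lists could not be run because no probe matched by name.

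With the replicate number as a block, 11016 genes were called. Deviations of same-numbered arrays from their group means correlated at 0.081, 0.12 and 0.059 across genes, and the numbers were not taken to pair the samples. With the slide as a block 11381 were called.

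Relative to the spike-in probes, among the lists, *PGP1*, *PGP2* and the 16 genes with the largest changes, 3 values that were called in the main test or in the alternative changed sign; single members of lists, such as *CHLD* and *YLS8*, did so too. *PGP2* was at 0.12 and the plastid glycerolipid list at 0.037, with or without the slide as a block, and the senescence list, not called in the main test, was at 0.15 and called by camera with the slide as a block. In both lists camera still gave the direction as lower, since it compares a list with the other genes. The medians of 3 lists called in neither test, reactive oxygen, anthocyanin and reference genes, also rose above 0, to 0.37, 0.20 and 0.39. All 6 main values lay between -0.41 and 0, and the scaling adds 0.41 to every gene, which accounts for the signs. Beyond these, 303 of the comparisons of *PGP2* or one of the 16 genes with an alternative, and 319 of those of a list other than nuclear photosynthesis and chlorophyll biosynthesis, kept their side of the threshold, counting lists called in neither test whatever their sign. *PGP2* lost its call under normexp. Leaving aside nuclear photosynthesis and chlorophyll biosynthesis, given above, lists lost a call in 30 comparisons and gained one in 8, of which 5 were gains of the root-preferential list, in the direction of lower. The trend and robust option does not enter camera and left the lists as they were. The sigma factor list lost its call in 13, the plastid glycerolipid list in 8 and the phage-type polymerases in 3.

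Signal over background limits dim genes: 68.6% to 79.3% of probes were well above background on an array, and without the filter on dim probes 9381 of 34105 genes were called.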

Other observations

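The tests of root-preferential genes, of spike-in scaling and of the spike-in probes within slides, and of the low-oxygen list within slides and across scalings were chosen only after the result they bear on was seen. The 7 lists used here for low oxygen, seed maturation, mitochondrial dysfunction, salicylate, cold and copper were written after the genes with the largest changes were seen and without those genes; their camera p-values are adjusted over the 6 of these lists that were tested. Their members named here were chosen after the values were seen.

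Only 1 of the 10 splits of the 6 arrays into 3 and 3, the real one, gave as many called genes, and the other splits gave 0 by limma. With 10 splits the share cannot fall under 0.1, so chance alone cannot be excluded by this count.

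The fall of nuclear photosynthesis transcripts was weighed against technical explanations. A batch effect of slide or scan is argued against by the fall within each slide, of which the smaller was -1.32. Scaling alone is argued against by the median of -1.07 relative to the spike-in probes. A smaller share of shoot in the mutant seedlings would raise root-preferential transcripts together. Their median was -0.59, which rested partly on dim genes: it was -0.097 with the filter requiring all 6 arrays. The median also depended on other settings that do not single out dim genes. It was -0.053 with each probe tested by itself and -0.18 relative to the spike-in probes. Of the 7 that were well above background on all 6 arrays, *PYK10* was called higher (1.56) and *SHR* (-0.52) and *CASP2* (-0.71) lower. Their distance of 2.27, which no common scaling changes, shows that a change in shoot share alone does not account for these root genes. With 52.4% of all genes called, other changes in root genes could mask such a share. Whether a smaller share of shoot had a part in the fall is therefore not decided. Age stays open: the groups differ in age by design, the age and flowering list had a median of 0.47 with members going both ways, and genotype and age cannot be told apart with no wild type of the mutant's age. A change in *GLK1* and *GLK2*, which act on photosynthesis genes, may lie behind the fall as a hypothesis that was not tested.

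Beside *PGP1*, another gene lost a clear signal in the mutant. AT2G35680, chosen after its values were seen, gave 2.05 ± 0.059 (SD, n = 3) in the wild type and was not well above background on any *pgp1-2* array, so that the wild type was at least 532-fold higher on its single probe, or 332-fold without mutant replicate 1. This bound follows the wild-type level and does not rank its fall against that of *PGP1*. It lies on chromosome 2, as *PGP1* does, with 304 kept genes between them in the TAIR10.1 order. A deletion that takes in its neighbours is argued against, since all 5 kept genes on each side stayed well above background and the lowest of their log2 differences was -0.78. Besides *PGP1*, 5 called genes of the 2940 kept on the chromosome were well above background on no mutant array, 2 of them with a bound of at least 10-fold. The nearest to *PGP1*, AT2G39430, also chosen after its values were seen, lay 9 kept genes away. Its dim wild-type signal of -4.70 ± 0.39 (SD, n = 3) was at least 4.92-fold higher than in the mutant, or 3.07-fold without mutant replicate 1. Whether lost signals gather near *PGP1* was not tested. A second lesion or a sequence difference under the probe in the mutant line may explain the loss, and so may regulation; none of these was tested. In all, 17 genes were at least 10-fold higher and 10 at least 10-fold lower against a group in which they were not well above background. These bounds lean on replicate 1 of the dim group, which had the lowest floor in both groups. The counts were not repeated without it.

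Several genes with large increases belong to the plant response to low oxygen. The list of 21 other low-oxygen genes had a median log2 difference of 2.64, or 2.36 with *HRE2*, dim in the wild type, at its bound. Of these genes, 17 were called higher and 0 lower by limma (camera adjusted p = 9.43e-08, fry adjusted p = 0.000356, and 0.414 with an estimated correlation). *PDC1*, well above background on 2 of 3 wild-type arrays, rose by 4.37 and *PCO2* by 4.12 on the log2 scale, while *HRE1* did not rise (-0.22), although relative to the spike-in probes all 21 genes were higher. The median was 2.23 on slide 1 and 3.00 on slide 2, which argues against the batch, and its lowest value under quantile, median and spike-in scaling and normexp was 2.15, which argues against the scaling. All 18 alternatives gave a call, with adjusted p-values from 2.05e-28 to 4.67e-07. A low-oxygen response in *pgp1-2* seedlings is a candidate explanation that fits these values. How submerged or how dense the tissue was is not known here, and age stays open as well.

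Other readings of the top genes were weaker. Seed material or a broad seed maturation programme is argued against, because 13 of 14 seed maturation genes had no probe that passed background on every mutant array. A gene well above background on only some of the 3 mutant arrays counts among these 13, so they were not shown to be absent. Cold-regulated genes other than *COR413IM1* were lower, with a median of -0.93 and 5 of 11 called lower against 1 higher (camera adjusted p = 0.0429, fry adjusted p = 0.0533, and 0.730 with an estimated correlation). Of 18 alternatives, 13 called this list and the adjusted p ranged from 0.00119 to 0.0865, with medians from -1.18 to -0.52 (-0.54 and not called without wild-type replicate 3), so a lowered cold-regulated programme may be present on slim evidence. *ZAT12*, the member that rose, is also on the reactive oxygen list. A mitochondrial dysfunction response could not be settled: the median was 1.04, with 5 of 11 genes called higher and 2 lower, camera did not call it (adjusted p = 0.0726) and fry did (0.00177). Of 18 alternatives 4 called it by camera, with medians from 0.37 under normexp to 1.45 relative to the spike-in probes, and 0.60 without wild-type replicate 1. *UPOX* rose by 3.89 and *AOX1A* by 0.071, the latter not called, and *OM66* is shared with the reactive oxygen list. A salicylate response behind the rise of *PR1* could not be settled either, since the median was -0.28, the mean 0.11 with camera in the direction of the mean, and 3 of 9 genes were called higher against 1 lower (camera adjusted p = 0.888); relative to the spike-in probes the median was 0.13, and it ranged from -0.60 without mutant replicate 1 to 0.18 without mutant replicate 2.

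Within the reactive oxygen list the copper/zinc superoxide dismutase genes stood apart. *CSD1* rose by 2.89 and *CSD2* by 3.54 on the log2 scale (limma adjusted p = 0.00263 and 0.000719), as a pair chosen after the values were seen. Both are targets of a microRNA that copper represses, and a surplus of copper is a candidate explanation. A list of other targets of microRNAs that copper represses, not all of them targets of the same microRNA as *CSD1* and *CSD2*, split. *CCS1* rose by 2.50, *ARPN* by 3.77, and *COX5B-1* was called higher. The laccase genes *LAC4*, *LAC13* and *LAC17* were called lower. The list of 8 kept targets had a median of -0.018 against a mean of 0.56 (camera adjusted p = 0.951). Its median was 0.39 relative to the spike-in probes. Genes induced by low copper had a median of -0.40, with 4 of 8 called lower and 1 higher (camera adjusted p = 0.272), and the list median was above 0 under at least 1 alternative. The values do not decide, because members of both lists go both ways and the targets were not tested separately by microRNA.

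The spike-in probes, added in equal amount to each labelling by the usual use of this control, lay 0.41 log2 units lower relative to the 75th percentile in *pgp1-2* than in the wild type, by 0.59 on slide 1 and 0.32 on slide 2. Within each slide every mutant array lay below every wild-type array. The exact two-sided permutation p was 0.3 over all arrays, where the smallest possible is 0.1, and 0.167 with arrays exchanged within slides only, which is the smallest possible there. Neither test could pass 0.05, so a difference between the groups in signal per spike-in stays open, and it is what moves the split of higher and lower genes.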
